A study of Homo sapiens with 40 samples.

How the data were processed

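The series holds 40 RNA sequencing libraries from RKO cells, an established human colorectal carcinoma line that carries Cas9 under a doxycycline-inducible promoter. Each of 3 derived lines expressed a pair of guide RNAs, directed against IGF2BP2, against IGF2BP3, or against AAVS1, a non-coding control locus. Per the labels' protocols, Cas9 was induced with 250 ng/mL doxycycline (Dox) for 72 hours, and uninduced cells received the solvent DMSO. Pools of small interfering RNAs (siRNAs) against IGF2BP2 or IGF2BP3, or a non-targeting siRNA, were transfected at 75 nM for 48 hours. All cells were given the nucleoside s4U at 250 µM for 2 hours, as in SLAMseq, an assay in which alkylated s4U is later read as a base change that marks newly made RNA. Poly(A) RNA was made into directional libraries, per the labels' protocols. Each of the 10 groups, defined by line and treatment in the labels, has 4 libraries.

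The authors deposited 1 table of whole-number counts of reads per gene, with 40 columns of counts that each name 1 library by its group and replicate, and no other column of counts. The deposited counts were not normalized. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or the table. The counts cover all RNA of a gene, so newly made and older RNA were not separated here, and conversion counts were not analysed here. The table lists 19962 genes, of which 4125 had no count in any library and 19895 of the identifiers had a gene name in GENCODE release 29. That annotation (GRCh38) was also used for coordinates, exons and transcript sequences, and it may differ from the annotation the authors counted with. Reads shared between paralogs or pseudogenes, such as the processed pseudogenes of IGF2BP2 and IGF2BP3, may have been split or dropped by the authors' counting, so values of such genes are uncertain. Of 77 genes named by rule, 14 share exon bases with another tested gene on the opposite strand and none shares bases on the same strand. Whether the deposited counts used strand is not stated.

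Total counts per library ranged from 1.00e+07 to 2.48e+07 (median 1.35e+07), and a median of 12686.5 genes had a count. Genes were kept with edgeR's filterByExpr by group, which left 11428 genes holding 99.98% of all counts. Scaling factors by the trimmed mean of M-values (TMM) ranged from 0.978 to 1.03. The common biological coefficient of variation was 3.79%. Over the 60 pairs of replicates, the chi-square statistic per gene of the 2 libraries' counts ranged from 1.50 to 16.9 (median 2.30; the 3 highest are those of sgIGF2BP2 Dox replicate 2), above the value of 1 that sampling noise alone gives, so no library was counted as a duplicate. Differences smaller than the reported standard errors were not detectable at this depth.

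The main test was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) on all 40 libraries with a coefficient per group, without covariates, followed by Benjamini-Hochberg adjustment over all genes tested. A gene is called here when its adjusted p-value is under 0.05. There were 9 contrasts: Dox against DMSO in each of the 3 lines, each siRNA against the non-targeting siRNA, the 3 differences between Dox effects, and the difference between the siRNA effects. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are edgeR's cpm with TMM-scaled library sizes. Effects of knockout and siRNA were compared by Pearson's r across genes, with an exact one-sided permutation test over the 70 assignments of the 8 siRNA libraries. The knockout effect used there is the Dox effect minus that of the sgAAVS1 line. No library is shared by the 2 effects.

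The 8 gene lists were written down from general knowledge: 34 genes of the unfolded protein response (XBP1 and ATF6 targets), 34 of the integrated stress response (ATF4 and CHOP targets), 16 reported substrates of IRE1-dependent decay (RIDD), 36 p53 targets, 36 interferon response genes, 24 reported IGF2BP target mRNAs, 13 mitochondrially encoded mRNAs and 36 cell cycle (E2F) genes. GDF15 is in both the p53 and the integrated stress response list, and no other gene was shared. Lists were tested with limma's camera at an inter-gene correlation of 0.01 on log2 CPM (prior count 2), with Benjamini-Hochberg adjustment over the 72 tests of 8 lists in 9 contrasts. Named genes followed a rule. For each contrast, up to 3 rises and 3 falls were taken, those with the greatest change among called genes with a mean log2 CPM of at least 2 and no overlap between the 4 libraries of the groups compared (for differences, within the line or siRNA named first). The rule adds up to 5 genes per target called in the same direction by siRNA and by knockout, the IGF2BP genes in every contrast, and up to 3 genes of each list that passed. The groups, the tests, the lists, the naming rule and a set of alternative fits were fixed before the data were examined.

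These alternative fits were DESeq2, median-ratio size factors in edgeR, no low-count filter, a mean of at least 100 counts, only the libraries of a comparison, a replicate block, a test against a change of at least 1.2-fold, fry and camera with an estimated correlation for lists, and 40 fits that each left out 1 library. A further 2 alternatives were added after the data were seen: an offset that removed each library's loess trend (span 0.5, degree 2) with GC content and transcript length, available for 99.8% of the tested genes, and thinning of every library to 1.00e+07 counts, the smallest total.

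Gene positions were used for 11410 tested genes. The median log2 fold change of the genes between a site and a chromosome end was set against every run of as many neighbouring genes, and against the 35 splits of the 8 libraries into 2 sets of 4. A scan without given sites took, for each chromosome end, the segment of at least 20 genes with the lowest mean, with log2 fold changes limited to 1 in size. Guide sequences were searched in the annotated transcripts of 58643 genes for sites beside an NGG motif. Introns, promoters and other genome sequence were not searched here. For 10926 genes with 3′ untranslated regions (UTRs) of at least 50 bases, each 7-base word present in at least 30 genes was tested for association with the log2 fold change, with UTR length and GC content as covariates.

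The count model was tested on simulated data before use. In 9 simulated comparisons of 11359 genes, 200 genes with a mean of at least 100 counts were changed. At least 99.0% of 2-fold changes and 87.1% of changes of 0.5 (log2) were recovered, and at most 7.35% of calls were false. Recovery in genes with lower counts was not simulated. The list with planted changes passed in 9 comparisons and an unchanged list in 0. Counts were drawn independently for each gene, so these results do not test the effect of correlation between genes on calls or lists. The scan recovered all 100 of 100 planted genes of a chromosome end among 18111 simulated genes, and the word test found a planted word in 9077 genes and 0 words without planting. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and the data.table package 1.17.8, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.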

Results

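The 40 libraries measured poly(A) RNA of RKO colorectal carcinoma cells in 10 groups of 4. In cells with guides against AAVS1 (sgAAVS1), the groups were DMSO and Dox. In cells with guides against IGF2BP2 (sgIGF2BP2) or IGF2BP3 (sgIGF2BP3), they were DMSO, Dox, a non-targeting siRNA (siControl), and the siRNA pool against the same gene (siIGF2BP2 or siIGF2BP3). IGF2BP2 and IGF2BP3 are RNA-binding proteins, and the series concerns IGF2BP3 and RNA metabolism in the unfolded protein response, a reaction to misfolded protein in the endoplasmic reticulum. The values are the authors' unnormalized counts per gene.

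Mean total counts per library (± SD, n = 4) were 1.47e+07 ± 1.84e+06 with DMSO and 1.26e+07 ± 1.65e+06 with Dox in sgAAVS1 cells. In sgIGF2BP2 cells they were 1.58e+07 ± 6.14e+06 with DMSO, 1.34e+07 ± 3.19e+06 with Dox, 1.57e+07 ± 2.70e+06 with siControl and 1.33e+07 ± 1.89e+06 with siIGF2BP2. In sgIGF2BP3 cells they were 1.54e+07 ± 1.29e+06, 1.25e+07 ± 1.24e+06, 1.28e+07 ± 2.67e+06 and 1.46e+07 ± 2.08e+06 in the same order. The gene with the greatest share of counts in a library, MT-CO1, held 1.36% to 1.86%. The first 3 principal components of log2 CPM held 15.5%, 10.3% and 6.43% of the variance.

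IGF2BP2 (ENSG00000073792) lies on the reverse strand of chromosome 3, from 185643739 to 185825056 in GRCh38. Its guide ATATGTGACGTTGACAACGG matches coding sequence of exon 5 of 16 at 185692722 to 185692741, and GTGCGCTGAGGTTCAACCCT matches coding sequence of exon 10 at 185672630 to 185672649. IGF2BP3 (ENSG00000136231) lies on the reverse strand of chromosome 7, from 23310209 to 23470467. Its guide TGGCACCGACTGATAGAGCT matches coding sequence of exon 11 of 15 at 23319200 to 23319219, and GAAGATACTTTCTAGGTCCG matches coding sequence of exon 1 at 23470045 to 23470064. Each of the 4 guides reads antisense to its transcript and is followed by an NGG motif (CGG, GGG, GGG and AGG in the order given). The first IGF2BP2 guide also has near matches, each with the substitution G19A (positions counted from 1 at the guide's 5′ end), in the processed pseudogenes AC020629.1 on chromosome 12 (42287272 to 42287291) and AC244394.1 on chromosome 1 (147051181 to 147051200). Both IGF2BP3 guides have a near match in the processed pseudogene AC092447.1 on chromosome 7, the first with G3A and T20C and the second with G20A. The control guides had at least 3 mismatches to every transcript searched.

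The first question was how far each treatment lowered its target mRNA. After Dox in sgIGF2BP2 cells, IGF2BP2 fell from 85.3 ± 1.58 to 33.9 ± 3.50 CPM (SD, n = 4), which left 39.7% of the uninduced level. By edgeR's quasi-likelihood test, this was a log2 fold change of −1.34 (SE 0.051, Benjamini-Hochberg adjusted p = 6.42e-33). The siIGF2BP2 pool lowered IGF2BP2 from 108 ± 4.10 to 30.2 ± 1.08 CPM, leaving 27.9%, a log2 fold change of −1.84 (SE 0.050, edgeR adjusted p = 5.81e-42). IGF2BP3 fell from 180 ± 4.09 to 56.2 ± 3.62 CPM after Dox in sgIGF2BP3 cells, leaving 31.2%, with a log2 fold change of −1.68 (SE 0.045, edgeR adjusted p = 4.63e-42). The siIGF2BP3 pool lowered it from 170 ± 4.78 to 24.7 ± 1.56 CPM, leaving 14.6%, with a log2 fold change of −2.78 (SE 0.051, edgeR adjusted p = 6.37e-53). In these 4 comparisons all 4 treated libraries lay below all 4 control libraries. Across the 8 fits per comparison that each left out 1 of its libraries, the 4 changes stayed within −1.39 to −1.28, −1.87 to −1.82, −1.71 to −1.64 and −2.81 to −2.74, in the order given. The counts hold reads from edited and unedited alleles alike, so a remaining mRNA level is not a remaining protein level.

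**Figure D1:**
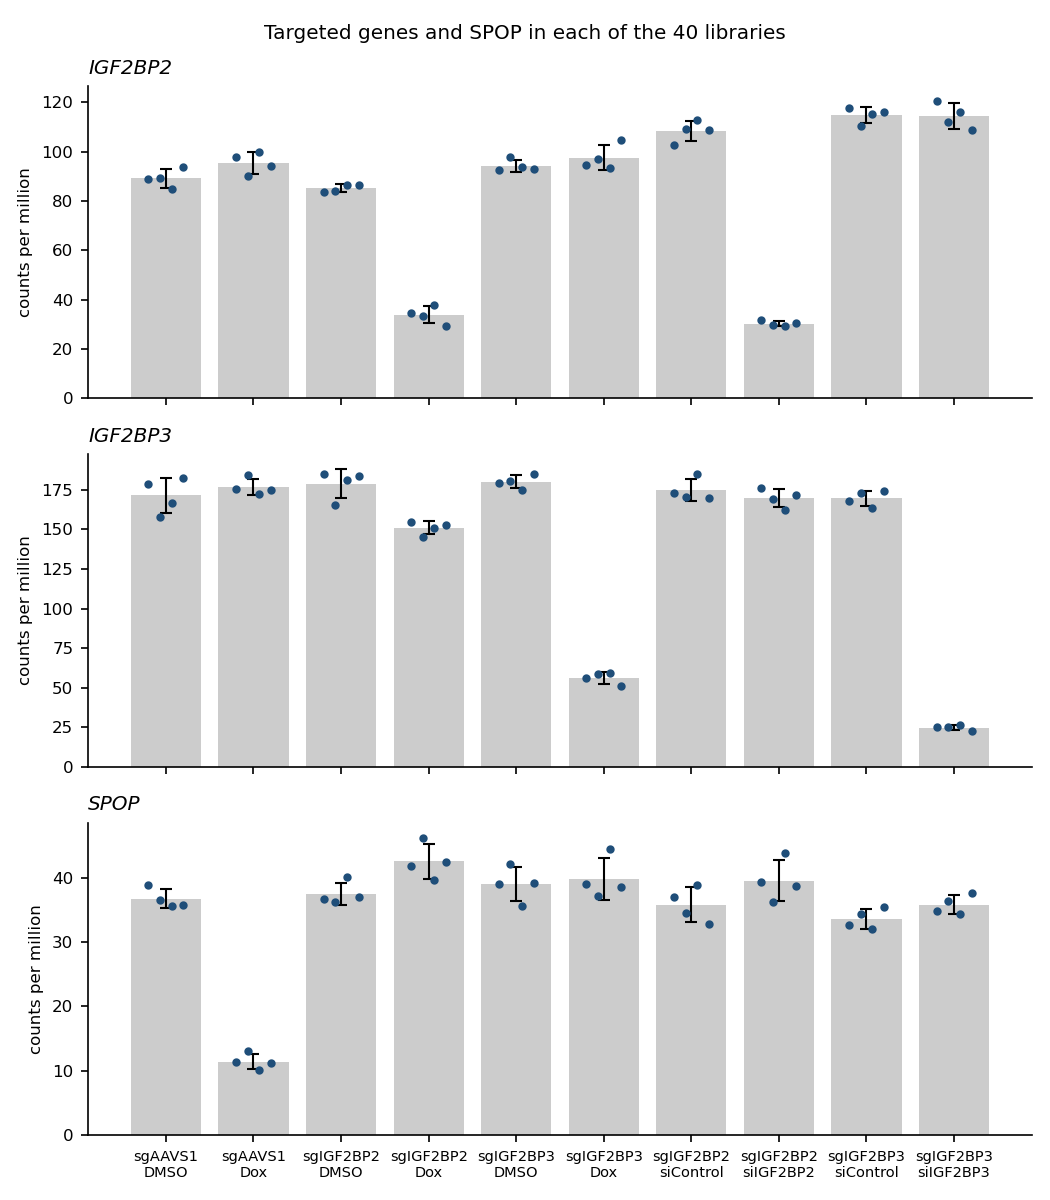
CPM (vertical axis) of IGF2BP2, IGF2BP3 and SPOP in each of the 10 groups (horizontal axis). Points are the 4 libraries of a group, bars their mean and error bars 1 SD. IGF2BP2 is lowest after Dox in sgIGF2BP2 cells and after siIGF2BP2, IGF2BP3 after Dox in sgIGF2BP3 cells and after siIGF2BP3, and SPOP after Dox in sgAAVS1 cells.

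The other IGF2BP genes were measured in the same libraries. IGF2BP3 was lower after Dox in sgIGF2BP2 cells, at 151 ± 4.24 against 179 ± 9.22 CPM, with no overlap between the groups (log2 fold change −0.25, SE 0.040, edgeR adjusted p = 2.93e-06). That change differed from the one in sgAAVS1 cells by −0.29 (edgeR adjusted p = 0.000372). In sgAAVS1 cells Dox left IGF2BP2 at 95.5 ± 4.30 against 89.2 ± 3.74 CPM and IGF2BP3 at 177 ± 5.20 against 172 ± 11.1 CPM, and neither passed the threshold (edgeR adjusted p = 0.131 and 0.517). IGF2BP2 was not detectably changed by Dox in sgIGF2BP3 cells (log2 fold change 0.049, edgeR adjusted p = 0.627) or by siIGF2BP3 (−0.0038, adjusted p = 0.983), nor was IGF2BP3 by siIGF2BP2 (−0.04, adjusted p = 0.456). IGF2BP1 had at most 1 count in any library. Target levels were also compared between lines without induced loss, in 6 comparisons. IGF2BP2 lay lower in sgIGF2BP2 cells in all 3 of its comparisons, by 0.064 against sgAAVS1 and 0.15 against sgIGF2BP3 cells with DMSO and by 0.085 against sgIGF2BP3 cells with siControl (log2). With DMSO, the sgIGF2BP2 and sgIGF2BP3 libraries did not overlap, and the exact two-sided permutation p was 0.0286 (n = 4 and 4), the smallest this design allows. After Benjamini-Hochberg adjustment over the 6 comparisons it was 0.171. With 0.0286 as the smallest p this design allows, the test leaves such differences open.

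The sgAAVS1 line measures what Dox and Cas9 do without loss of an IGF2BP gene. With Dox, 1820 of the 11428 tested genes were called in sgAAVS1 cells, 828 higher and 992 lower, of which 27 changed at least 2-fold. In sgIGF2BP2 cells 2326 genes were called, 1143 higher and 1183 lower, with 55 changed at least 2-fold. In sgIGF2BP3 cells 302 genes were called, 187 higher and 115 lower, with 5 changed at least 2-fold. The alternative that moved these counts most was the test against a change of at least 1.2-fold, which left 50, 117 and 8 genes. The count in sgIGF2BP3 cells depended on single libraries, and without sgIGF2BP3 Dox replicate 4 it was 108.

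**Figure D2:**
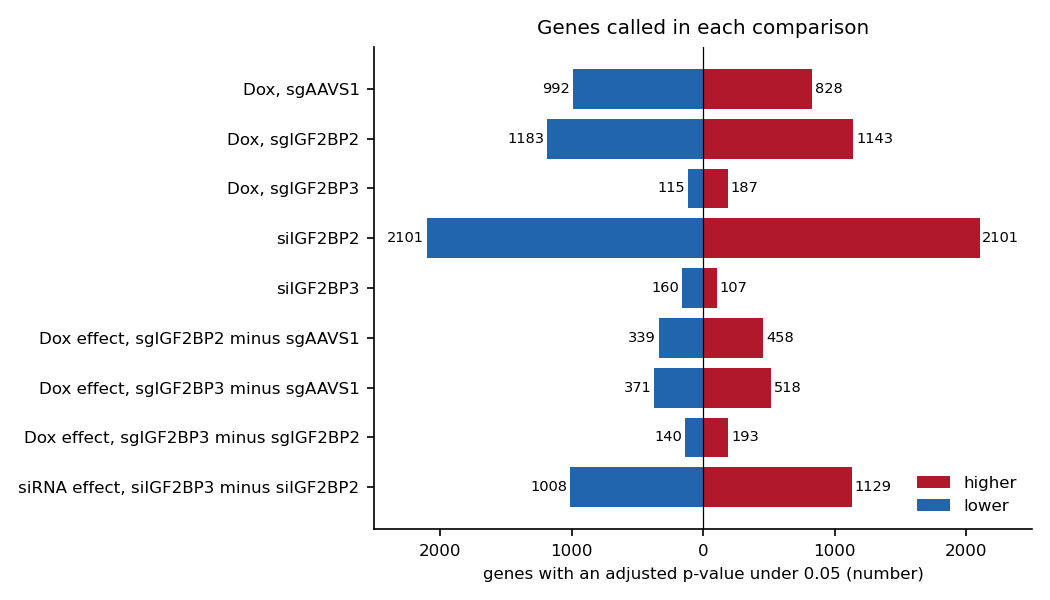
Number of genes with an adjusted p-value under 0.05 (horizontal axis) in each of the 9 comparisons (vertical axis), with higher genes to the right of 0 and lower genes to the left. The siIGF2BP2 comparison has 2101 genes in each direction, and the siIGF2BP3 comparison 107 higher and 160 lower.

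In sgAAVS1 cells the rises chosen by rule were GDF15 (4.60 ± 0.852 to 10.9 ± 1.22 CPM, log2 fold change 1.25), IER5L (41.7 ± 0.719 to 98.1 ± 6.92 CPM, 1.23) and TAGLN (14.3 ± 0.639 to 28.5 ± 2.56 CPM, 0.99). Their adjusted p-values in edgeR's quasi-likelihood test were 5.73e-12, 9.47e-27 and 2.26e-16. The falls were SPOP, UNC5A (log2 fold change −0.64, SE 0.15, edgeR adjusted p = 0.00145) and MMP1 (−0.60, SE 0.12, edgeR adjusted p = 0.000162). The call of UNC5A was lost when every library was thinned to the smallest total. In sgIGF2BP2 cells, besides IGF2BP2, ACTA2 (log2 fold change 1.59, SE 0.15), BTG2 (1.37, SE 0.076) and GDF15 (1.31, SE 0.13) rose and MNS1 (−0.56, SE 0.13) and FAM111B (−0.55, SE 0.070) fell. In sgIGF2BP3 cells IER5L (1.08, SE 0.062), TAGLN (0.96, SE 0.076) and TP53INP1 (0.85, SE 0.12) rose. MAGOHB (−0.39, SE 0.087, edgeR adjusted p = 0.00463) and ZNF704 (−0.38, SE 0.11, edgeR adjusted p = 0.0396) fell. The ZNF704 call was lost in 8 of 15 alternatives, and the MAGOHB call in 2 of 16. For each gene named so far in this paragraph, all 4 Dox libraries lay on 1 side of all 4 DMSO libraries, as the naming rule requires. ACTA2 and FAS, TAGLN and PCSK7, and MNS1 and TEX9 share exon bases on opposite strands, as do IGF2BP3 and MALSU1, so their counts are uncertain where reads were assigned without strand.

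SPOP (ENSG00000121067; chromosome 17, 49598884 to 49678234, reverse strand) fell from 36.7 ± 1.48 to 11.4 ± 1.22 CPM in sgAAVS1 cells, leaving 31.1% (log2 fold change −1.68, SE 0.077, edgeR adjusted p = 4.86e-28). It stood at 37.5 ± 1.74 and 42.5 ± 2.73 CPM in sgIGF2BP2 cells and at 39.0 ± 2.68 and 39.8 ± 3.22 CPM in sgIGF2BP3 cells without and with Dox. The Dox effect on SPOP differed from that in sgAAVS1 cells by 1.86 in sgIGF2BP2 cells (edgeR adjusted p = 1.30e-24) and by 1.71 in sgIGF2BP3 cells (edgeR adjusted p = 2.46e-22). The 250 tested genes between SPOP and the end of chromosome 17q also fell in sgAAVS1 cells, with a median log2 fold change of −0.17. Of these, 88.4% were lower and 130 were called lower, which is 13.1% of the 992 lower calls from 2.19% of the placed genes. The same genes had medians of 0.02 and 0.01 after Dox in sgIGF2BP2 and sgIGF2BP3 cells. They also made up 86 of the 458 higher calls when sgAAVS1 was subtracted from sgIGF2BP2 and 92 of the 518 when it was subtracted from sgIGF2BP3. In sgIGF2BP3 cells, the 80 tested genes between the end of chromosome 7p and IGF2BP3 had a median log2 fold change of −0.15 after Dox, and 20 of the 115 lower calls lay there.

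**Figure D3:**
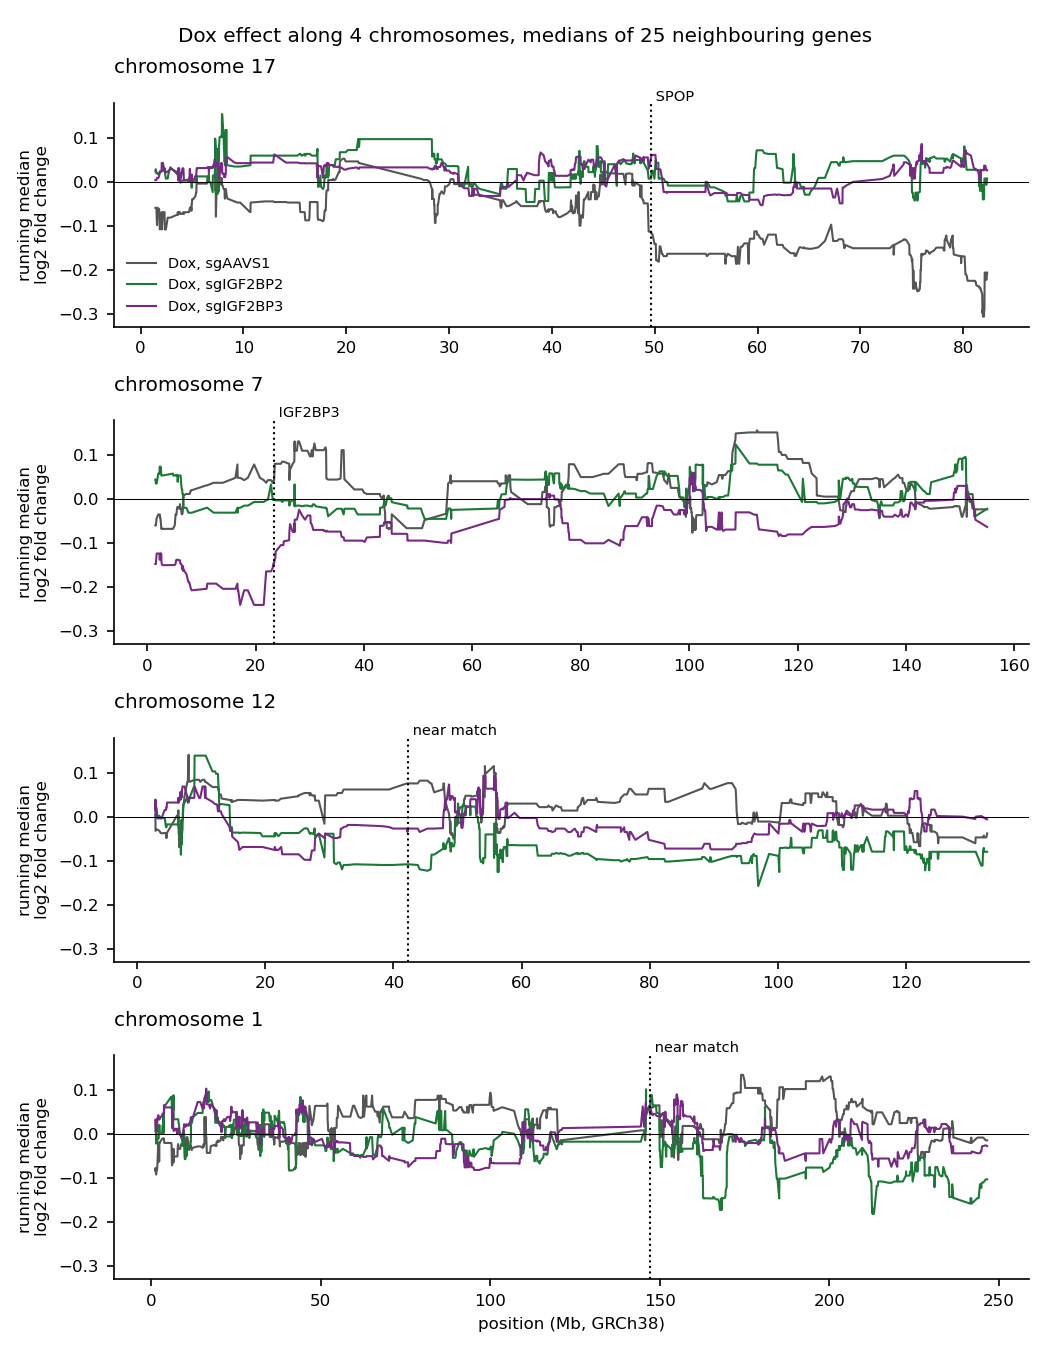
Running median of the log2 fold change after Dox over 25 neighbouring genes (vertical axis) along chromosomes 17, 7, 12 and 1 (horizontal axis, position in Mb, GRCh38), with a line for each of the 3 guide lines. Dotted lines mark SPOP, IGF2BP3 and the near matches of an IGF2BP2 guide; the sgAAVS1 line runs below 0 from SPOP to the end of 17q, where the median of 250 genes was −0.17.

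Dox effects were compared between lines. Across genes, which are not independent replicates, Pearson's r between the log2 fold changes of sgAAVS1 and sgIGF2BP2 cells was 0.37 (Spearman's rho 0.32). A total of 674 genes were called in both, against 370 expected by chance, and 624 of them changed in the same direction. Between sgAAVS1 and sgIGF2BP3 cells r was 0.17 (rho 0.063), with 104 genes called in both (48.1 by chance) and 87 in the same direction. Between sgIGF2BP2 and sgIGF2BP3 cells r was 0.35 (rho 0.37), with 195 genes called in both (61.5 by chance) and 192 in the same direction. There were 83 genes called in all 3 lines, of which 57 rose in each and 16 fell in each. These comparisons share no library. The numbers by chance, here and below, take every gene as equally likely to be called. They were not adjusted for expression level, so an overlap above them need not mean a shared response.

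The difference between Dox effects addresses what loss of an IGF2BP gene adds to the control line. It was past the threshold for 797 genes in sgIGF2BP2 cells (458 higher, 339 lower) and for 889 genes in sgIGF2BP3 cells (518 higher, 371 lower) against sgAAVS1 cells. Between sgIGF2BP3 and sgIGF2BP2 cells it was 333 genes (193 higher, 140 lower). The 889 genes became 410 with the GC and length offset, 428 without sgIGF2BP3 Dox replicate 4, 540 without sgAAVS1 DMSO replicate 2 and 1415 without sgAAVS1 DMSO replicate 4. Against sgAAVS1 cells, the target gene itself had the largest fall by rule in each line, −1.44 for IGF2BP2 (edgeR adjusted p = 2.86e-27) and −1.73 for IGF2BP3 (edgeR adjusted p = 8.76e-35). In sgIGF2BP2 cells ACTA2 (1.18, SE 0.23), PLAU (1.18, SE 0.13) and UNC5A (1.08, SE 0.20) lay higher and TAGLN (−0.71, SE 0.11) and CALD1 (−0.51, SE 0.077) lower, and for UNC5A part of the difference is its fall in sgAAVS1 cells. In sgIGF2BP3 cells PLAU (0.82, SE 0.13), DUSP1 (0.79, SE 0.11) and RGS16 (0.78, SE 0.23) lay higher and HDAC9 (−0.84, SE 0.12) and FAM221A (−0.76, SE 0.21) lower. RGS16 lost its call in 6 of 22 alternatives and FAM221A under the GC and length offset. HDAC9 lies between the 7p end and IGF2BP3, and FAM221A within 10 Mb on the other side of IGF2BP3, so both are neighbours of the guide sites. Between the 2 target lines, TAGLN (0.68, SE 0.11), EME1 (0.58, SE 0.14) and PPCDC (0.46, SE 0.12) lay higher in sgIGF2BP3 cells. IGF2BP3 (−1.44, SE 0.061), HDAC9 (−0.92, SE 0.12) and BTN3A3 (−0.75, SE 0.18) lay lower. PPCDC lost its call in 6 of 24 alternatives, and EME1 when every library was thinned to the smallest total.

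The siRNA comparisons deplete the same mRNAs without Cas9 induction. After siIGF2BP2, 4202 genes were called, 2101 in each direction, with 76 changed at least 2-fold. After siIGF2BP3, 267 genes were called, 107 higher and 160 lower, with 5 changed at least 2-fold. The difference between these effects was past the threshold for 2137 genes (1129 higher after siIGF2BP3, 1008 lower). Against a change of at least 1.2-fold, 512, 16 and 273 genes were called, in that order. After siIGF2BP2, MAPK15 rose from 3.35 ± 0.611 to 14.7 ± 0.597 CPM (log2 fold change 2.13, SE 0.13, edgeR adjusted p = 5.69e-22). TXNRD1 fell from 315 ± 12.4 to 97.8 ± 3.70 CPM (−1.69, SE 0.035, edgeR adjusted p = 4.45e-49). MAP1A (1.25, SE 0.13) and LMLN (1.24, SE 0.10) also rose and TRUB1 (−1.49, SE 0.088) fell. After siIGF2BP3, CA2 fell from 14.4 ± 0.970 to 3.80 ± 0.434 CPM (−1.92, SE 0.11, edgeR adjusted p = 1.11e-23) and RAB6A from 84.6 ± 5.38 to 33.4 ± 2.82 CPM (−1.34, SE 0.050, edgeR adjusted p = 1.53e-33). TMEM198 (0.72, SE 0.16), PSKH1 (0.55, SE 0.070) and LHFPL4 (0.54, SE 0.15) rose, of which LHFPL4 lost its call in 7 of 15 alternatives and TMEM198 without sgIGF2BP3 siControl replicate 4. In each case all 4 siRNA libraries lay on 1 side of all 4 siControl libraries, as the naming rule requires. Between the pools, SERPINB9 (1.18, SE 0.21), NT5E (1.11, SE 0.18) and SRPX (1.06, SE 0.10) lay higher after siIGF2BP3, and CA2 (−1.81, SE 0.14) and RAB6A (−1.26, SE 0.067) lower. The effects of the 2 pools had r = 0.18 across genes (rho 0.20), with 146 genes called in both (98.2 by chance), 125 of them in the same direction.

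Knockout and siRNA were then compared for the same target, with the Dox effect of sgAAVS1 cells subtracted. For IGF2BP2, r across 11428 genes was 0.092 (rho 0.14), with an exact one-sided permutation p of 0.0571 over the 70 assignments of 8 siRNA libraries (0.114 after Benjamini-Hochberg adjustment over the 2 targets). For IGF2BP3, r was 0.052 (rho 0.078), with an exact one-sided permutation p of 0.129. Neither passed the threshold, and the smallest p this design allows is 0.0143. Without subtracting sgAAVS1, r was 0.13 and 0.12, with an exact permutation p of 0.0286 for each. With the target gene itself left out, and sgAAVS1 subtracted, r was 0.088 for IGF2BP2 and 0.041 for IGF2BP3. Over called genes only, again without the target, r was 0.13 for IGF2BP2 and 0.33 for IGF2BP3. The permutation p-values above are for all genes and not for this subset. For IGF2BP2, 419 genes were called by both (293 by chance) and 267 changed in the same direction. For IGF2BP3, 48 were called by both (20.8 by chance) and 34 changed in the same direction. These numbers by chance also take every gene as equally likely to be called. Besides the targets, the shared genes chosen by rule for IGF2BP2 were FANK1 (1.43 with siRNA, 1.57 with knockout), UNC5A (0.83 and 1.08), BBS12 (0.75 and 0.93) and LRRC27 (0.61 and 0.77). For IGF2BP3 they were SOX9 (0.94 and 1.30), STARD4 (−0.70 and −0.51), IL11 (−0.47 and −0.48) and EME1 (0.40 and 0.65). FANK1, BBS12 and SOX9 lost the knockout call in 8, 10 and 13 of 22 alternatives, and SOX9 and EME1 lost the siRNA call in 7 of 14 and 5 of 16. SOX9 and EME1 lie between SPOP and the end of 17q, where genes fell in the subtracted sgAAVS1 line. IL11 rose with Dox in sgIGF2BP3 cells (log2 fold change 0.29) and rose more in sgAAVS1 cells (0.77). Its knockout value is therefore a smaller rise than in the control line and not a fall.

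The 8 gene lists were tested in the 9 contrasts, and 19 of 72 tests passed. All 19 also passed with fry, a self-contained test, which passed 35 tests in all. With an estimated inter-gene correlation in camera, 15 of the 19 passed, and the exceptions were the IGF2BP target list and the cell cycle list after siIGF2BP2, the RIDD list after siIGF2BP3, and the cell cycle list in the difference between siRNA effects. The unfolded protein response list (34 genes tested) passed camera in no contrast. The treatments in the labels are Dox, DMSO, siRNA and s4U, and none is given as an inducer of misfolded protein. How loss of an IGF2BP gene affects an induced response was therefore not tested. Its median log2 fold change was −0.00026 with Dox in sgAAVS1 cells, −0.0012 in sgIGF2BP2 cells, 0.0010 in sgIGF2BP3 cells, −0.04 after siIGF2BP2 and −0.0053 after siIGF2BP3. Camera's Benjamini-Hochberg adjusted p-values were 0.927, 0.520, 0.998, 0.290 and 0.524, with 17, 16, 18, 12 and 15 of the genes higher. The integrated stress response list (29 genes tested) had medians of −0.03, 0.02, 0.02, −0.06 and −0.04 in the same order (camera adjusted p = 0.520, 0.336, 0.813, 0.163 and 0.348). Of the unfolded protein response genes, 7, 9, 1, 14 and 1 were called over all genes tested in the same order, and of the integrated stress response genes 8, 10, 1, 12 and 0 (1 of the latter when adjusted over the list alone). After siIGF2BP2 the calls were 4 higher and 10 lower in the first list and 5 higher and 7 lower in the second, where 36.8% of all tested genes were called. Fry, which tests against no change, passed both lists there (adjusted p = 2.59e-05 and 2.30e-06) and in the difference between siRNA effects (0.0164 and 0.00896). It also passed the integrated stress response list with Dox in sgIGF2BP2 cells (adjusted p = 0.00804) and in its difference from sgAAVS1 cells (0.00569). The 13 mitochondrially encoded mRNAs also passed camera in no contrast, with the smallest camera adjusted p, 0.0944, between the Dox effects of sgIGF2BP3 and sgIGF2BP2 cells (median 0.12, 12 of 13 higher). That difference may rest on 1 library. In sgIGF2BP2 Dox replicate 2 the mitochondrial share of counts was 5.86%, against 8.38% to 9.12% in its replicates.

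The p53 target list (33 genes tested) rose with Dox in each line. Its median log2 fold change was 0.18 in sgAAVS1 cells (29 of 33 higher, camera adjusted p = 4.11e-12), 0.45 in sgIGF2BP2 cells (31 of 33, camera adjusted p = 5.20e-34) and 0.18 in sgIGF2BP3 cells (32 of 33, camera adjusted p = 1.01e-22). Over all genes tested, 17, 28 and 13 of its genes were called, and 18, 29 and 22 adjusted over the list alone. In sgIGF2BP2 cells BTG2 rose by 1.37 (log2), MDM2 by 0.74, and CDKN1A rose from 239 ± 7.40 to 341 ± 10.4 CPM (0.51). The list rose more in sgIGF2BP2 than in sgAAVS1 cells (median difference 0.23, 29 of 33 higher, camera adjusted p = 4.65e-14; 16 called over all genes and 19 adjusted over the list alone). It rose less in sgIGF2BP3 than in sgIGF2BP2 cells (median difference −0.21, 29 of 33 lower, camera adjusted p = 1.10e-19; 13 called over all genes and 19 adjusted over the list alone). FDXR, 1 of its genes with the smallest p in the first of these differences (0.74), lies between SPOP and the end of 17q. Between sgIGF2BP3 and sgAAVS1 cells the list did not differ detectably (median difference −0.015, 14 of 33 higher, camera adjusted p = 0.947). There 3 of its genes were called over all genes, and fry did not pass either (adjusted p = 0.983). The list did not pass after siIGF2BP2 (median 0.01, camera adjusted p = 0.947), where 20 of its genes were called over all genes, 10 higher and 10 lower. It did not pass after siIGF2BP3 (0.02, camera adjusted p = 0.0641; 3 called over all genes), though fry did there (adjusted p = 0.00720).

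**Figure D4:**
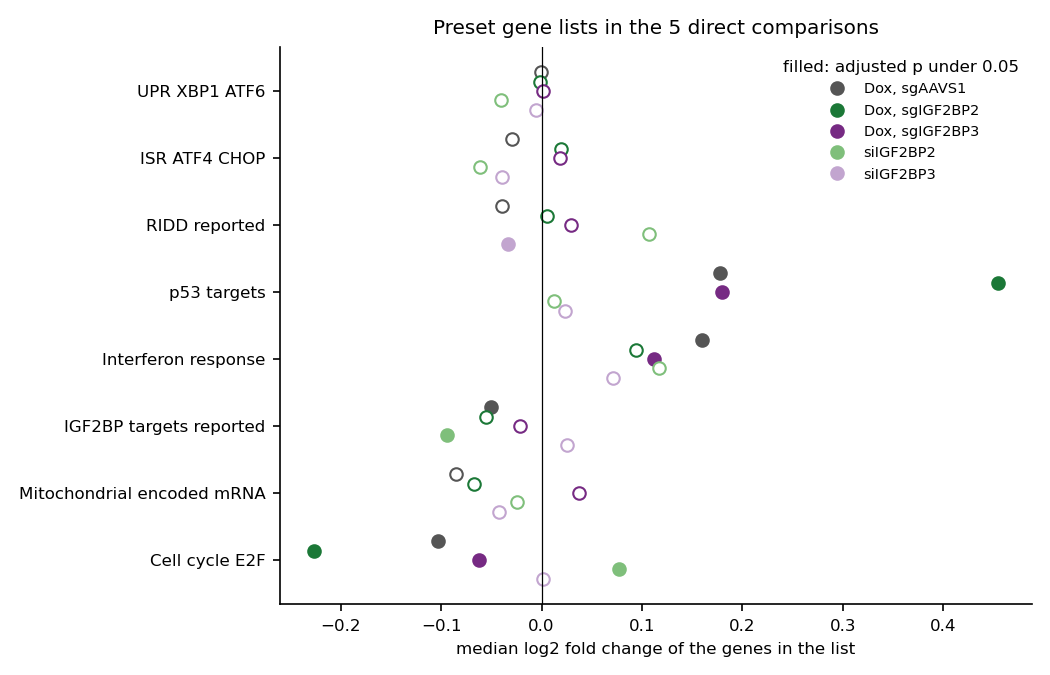
Median log2 fold change (horizontal axis) of the tested genes of each of the 8 lists (vertical axis) in the 5 direct comparisons, 1 colour each; filled points have a camera adjusted p-value under 0.05 and open points do not. The p53 target list has its highest median, 0.45, with Dox in sgIGF2BP2 cells, where the cell cycle list has its lowest, −0.23.

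The cell cycle list (36 genes tested) fell with Dox in each line, with medians of −0.10 in sgAAVS1 cells (29 of 36 lower, camera adjusted p = 8.10e-08), −0.23 in sgIGF2BP2 cells (36 of 36, camera adjusted p = 2.46e-27) and −0.06 in sgIGF2BP3 cells (32 of 36, camera adjusted p = 5.28e-07). Of its genes, 16, 34 and 4 were called over all genes tested, and 19, 35 and 7 adjusted over the list alone. The fall was greater in sgIGF2BP2 than in sgAAVS1 cells (median difference −0.13, 35 of 36 lower, camera adjusted p = 5.56e-10; 10 called over all genes and 17 adjusted over the list alone). It was smaller in sgIGF2BP3 than in sgIGF2BP2 cells (median difference 0.16, 36 of 36 higher, camera adjusted p = 1.10e-19; 10 called over all genes and 25 adjusted over the list alone). After siIGF2BP2 the list rose (median 0.08, 29 of 36 higher, camera adjusted p = 0.00737; 13 genes called both over all genes and adjusted over the list alone). Between siRNA effects its median was −0.05 (27 of 36 lower, camera adjusted p = 0.00918; 8 called over all genes and 8 adjusted over the list alone).

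The interferon response list (24 genes tested) rose with Dox in sgAAVS1 cells (median 0.16, 18 of 24 higher, camera adjusted p = 0.00186; 7 called over all genes and 10 adjusted over the list alone). It also rose in sgIGF2BP3 cells (0.11, 19 of 24 higher, camera adjusted p = 0.00339; 1 called over all genes and 1 adjusted over the list alone) and did not pass in sgIGF2BP2 cells (0.09, 18 of 24 higher, camera adjusted p = 0.0641), though fry did there (adjusted p = 2.19e-07). The differences between lines for this list did not pass (camera adjusted p = 0.484, 0.511 and 0.988). The list of reported IGF2BP target mRNAs (19 genes tested) had a median of −0.05 with Dox in sgAAVS1 cells (12 of 19 lower, camera adjusted p = 0.00958; 8 called over all genes and 10 adjusted over the list alone) and of −0.09 after siIGF2BP2 (12 of 19 lower, camera adjusted p = 0.0322; 10 called over all genes and 14 adjusted over the list alone). With Dox in sgIGF2BP2 cells its median was −0.055 (12 of 19 lower; 11 called over all genes, 3 higher and 8 lower), which did not pass in camera (adjusted p = 0.0852) and passed in fry (adjusted p = 1.05e-05). In sgIGF2BP3 cells the median was −0.02 (14 of 19 lower, 2 called over all genes, camera adjusted p = 0.125, fry adjusted p = 0.0150). Less the effect in sgAAVS1 cells, 3 genes were called in sgIGF2BP2 cells (camera adjusted p = 0.727) and 6 in sgIGF2BP3 cells, 5 of them higher (camera adjusted p = 0.300, fry adjusted p = 0.00973). HMGA1 fell by 0.95 on the log2 scale after siIGF2BP2 (edgeR adjusted p = 1.20e-33), CCND1 by 0.80 and MYC by 0.50, with no overlap between the groups. Between siRNA effects (siIGF2BP3 less siIGF2BP2) the list had a median of 0.11, with 13 of 19 differences above 0 (camera adjusted p = 0.00340). There 7 genes were called over all genes and 8 adjusted over the list alone. The RIDD list (13 genes tested) had a median of −0.03 after siIGF2BP3 (7 of 13 lower, camera adjusted p = 0.0295; 1 called over all genes and 2 adjusted over the list alone). This list lost its call in 5 of 15 alternatives, and the IGF2BP target list after siIGF2BP2 in 3 of 15. The called gene of the RIDD list, CD59, fell from 85.4 ± 2.65 to 44.1 ± 3.61 CPM. Between siRNA effects (siIGF2BP3 less siIGF2BP2) the RIDD list had a median of −0.15, with 11 of 13 differences below 0 (camera adjusted p = 0.00186). There 3 genes were called over all genes and 5 adjusted over the list alone. The direct medians were −0.03 after siIGF2BP3 and 0.11 after siIGF2BP2. By these medians the difference owes more to a rise after siIGF2BP2 than to a fall after siIGF2BP3. Fry also passed 5 tests not given above that camera did not. These were the RIDD and interferon lists after siIGF2BP2 (medians 0.11 and 0.12, fry adjusted p = 2.73e-05 and 9.97e-06), the p53 and interferon lists between siRNA effects (0.01 and −0.05, fry adjusted p = 0.00804 and 0.00542) and the cell cycle list in sgIGF2BP3 less sgAAVS1 cells (0.04, fry adjusted p = 0.0218).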

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

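In this part, the tests of Dox itself (on SPOP, 17q and the p53 list), of a break at AAVS1, of loss of the 17q end as the whole source of the SPOP fall, of IGF2BP2 loss for the p53 list, of target loss for the siRNA calls and of seed matches or the leading words as the whole source were chosen only after the result was seen. The searches of chromosome ends, guide matches and 3′ UTR words were also prompted by these data.

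Most results in this part are effects that differed between lines or siRNA pools in a test of the difference itself. The gaps between counts of called genes had no such test. These were 302 genes with Dox in sgIGF2BP3 against 1820 in sgAAVS1 cells, and 4202 with siIGF2BP2 against 2326 with Dox in sgIGF2BP2 cells. Within the groups, none of 50 sets of 4 libraries over 5 measures held a library beyond the critical value of Dixon's test, where chance would give 2.5. These measures do not include the chi-square statistic between replicates, which stood at 11.97, 13.3 and 16.9 per gene for sgIGF2BP2 Dox replicate 2 against its 3 replicates and at 6.58 or less for every other pair. Its mitochondrial share of counts was 5.86% against 8.38% to 9.12% in those replicates. What set this library apart was not tested.

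The direct comparisons rest on the real grouping. In each of the 5, 1 of the 35 splits of the 8 libraries, the real one, gave as many called genes. The difference between Dox effects was past the threshold for 797 genes between sgIGF2BP2 and sgAAVS1 cells, a number reached by 4 of 100 splits, and for 889 genes between sgIGF2BP3 and sgAAVS1 cells, reached by 2 of 100. For the 333 genes between sgIGF2BP3 and sgIGF2BP2 cells, 6 of 100 splits gave as many, so this count cannot be set apart from a chance division of the libraries. The 2137 genes between the siRNA effects were reached by 4 of 100. The splits exchange libraries between lines within a treatment, so standing differences between the lines enter the other splits. Whether such line differences raise or lower the counts was not tested. The median count of the other splits was 0 in each of these contrasts. Their highest counts were 1561, 947, 492 and 2411, in the order given.

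SPOP separated the control line from the others, with differences of 1.86 (sgIGF2BP2) and 1.71 (sgIGF2BP3) that share the same sgAAVS1 libraries. An effect of Dox or of Cas9 induction alone is argued against by SPOP itself, which rose by 0.18 (log2) with Dox in sgIGF2BP2 cells, and by the 17q genes beyond it, whose median there was 0.017. The fall of those genes in sgAAVS1 cells, −0.17, stayed at −0.16 with the GC and length offset. Only 1 of the 35 splits of the 8 libraries, the real one, gave a window mean as far from 0. None of 5545 runs of 250 neighbouring genes on other chromosomes had a lower median, and 0.134% of all runs did, including those that overlap the window. The other side of SPOP, over 10 Mb, had a median of −0.03. There the 4 Dox libraries had a mean log2 CPM, relative to all genes, of 0.159 to 0.175. The 4 DMSO libraries had 0.183 to 0.227, so the groups did not overlap on that side either. At AAVS1 itself, the genes from PPP1R12C to the end of 19q had a median of −0.028, with 15.5% of runs on other chromosomes lower. That value neither requires nor forbids a fall of 17q genes, so a part played by a break at AAVS1 stays open. The values beyond SPOP fit a hypothesis in which part of the cells lost the end of 17q from a break in or near SPOP. Such a loss could account for the fall of its distal neighbours and for a small part of the fall of SPOP. It would not account for the smaller fall on the other side of SPOP. As the whole source of the SPOP fall it is argued against, because loss of the arm would lower SPOP and the genes beyond it alike. SPOP fell by 1.68 (31.1% left), where the genes beyond it had a median of −0.17. What lowered SPOP further stays open. A scan of all chromosome ends without a given site placed the lowest segment of sgAAVS1 cells on 17q, from 48.9 Mb to the end (256 genes), 0.744 Mb from the middle of SPOP (z −16.2). The next chromosome in that scan was 16, with 134 genes at the 16p end (mean −0.10 relative to all genes, −0.063 with the offset, z −6.42, 36 called lower). There too 1 of the 35 splits, the real one, gave a segment as far from 0. That count decides little, because the segment was chosen as the lowest in the real grouping. The lowest segment after siIGF2BP2 also had 1, where 24 of the 35 splits had a scan minimum as low. The closest sites of the control guides on chromosome 16 had 4 and 5 mismatches, so a low segment alone is weak evidence for a break. Whether a control guide cuts there stays open, because the closest site in an SPOP transcript had 8 mismatches and introns and the promoter were not searched. The closest site of a control guide in any transcript, with 3 mismatches, lies in ACAP1 on 17p. The 97 genes from the 17p end to ACAP1 had a median of −0.057 with Dox in sgAAVS1 cells, with 2.44% of runs on other chromosomes and 5.16% of all runs lower, and 2 of the 35 splits had a window mean as far from 0. With the offset the median was −0.036, and it was 0.013 and 0.022 in sgIGF2BP2 and sgIGF2BP3 cells. What lowered these genes stays open.

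This has a bearing on the 797 and 889 genes, since 18.8% and 17.8% of their higher calls lie between SPOP and the 17q end. Such calls may reflect the control line and not the loss of IGF2BP2 or IGF2BP3. As a hypothesis this rests on the −0.17 median in sgAAVS1 cells and was not tested for any single gene.

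Dox moved fewer genes in sgIGF2BP3 than in sgAAVS1 cells (302 against 1820), though both have guides and Cas9. With the GC and length offset 1986 genes were called in sgAAVS1 cells and 269 in sgIGF2BP3 cells, and with equal depth 1392 and 156, so neither depth nor a GC trend accounts for the gap. The breaks made, how many cells were cut, and differences between clones or cell pools stay open and were not tested.

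The p53 target list rose more in sgIGF2BP2 than in sgAAVS1 cells (difference 0.23) and less in sgIGF2BP3 than in sgIGF2BP2 cells (−0.21). The cell cycle list moved the opposite way (−0.13 and 0.16). Between sgIGF2BP3 and sgAAVS1 cells the p53 list did not pass (difference −0.015, camera adjusted p = 0.947). With the GC and length offset, camera's adjusted p for the p53 difference between sgIGF2BP2 and sgAAVS1 cells was 4.28e-18. Dox was common to the lines, and an effect of it equal in each would leave no difference, but the 0.23 is the result itself and no test of it. A response to Dox that differs between lines stays open. Loss of IGF2BP2 mRNA stays open. The siRNA pool left less of it (27.9% against 39.7%) while the p53 list had a median of 0.012 (18 of 33 genes higher), but 20 of its genes were called, 10 higher and 10 lower, so that median decides nothing. Protein was not measured, and the siRNA acted for 48 hours where Dox acted for 72. A biological difference between knockout and knockdown and the number of DNA breaks also stay open. The first IGF2BP2 guide has a site with 1 mismatch on chromosome 12 and another on chromosome 1. More breaks per cell could therefore be made in that line, a hypothesis that these counts do not test directly. The IGF2BP3 guides also have near matches, in AC092447.1 on chromosome 7 (1 and 2 mismatches) and AL023775.1 on chromosome 6 (3 mismatches). Extra sites are thus not particular to the sgIGF2BP2 line.

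The siRNA pools also differed. The differences past the list test were the RIDD list (−0.15), the reported IGF2BP targets (0.11) and the cell cycle list (−0.052). The first 2 passed in each of the 23 alternatives run on them, and the cell cycle difference failed with an estimated correlation. By the direct medians, the RIDD difference owes more to a rise after siIGF2BP2 than to a fall after siIGF2BP3. The siIGF2BP2 pool called 4202 genes against 2326 for Dox in the same line. Depth and GC content are argued against, with 3509 genes called at equal depth and 4620 with the offset. If the calls came from loss of IGF2BP2 in proportion to its mRNA, the knockout would move the same genes in proportion to its effect on that mRNA. Over the called genes the slope of knockout on siRNA changes, with sgAAVS1 subtracted, was 0.067, against a ratio of 0.78 between the target's own changes. Leaving out each of 24 libraries in turn moved the slope, computed on log2 CPM, between 0.059 and 0.090. For siIGF2BP3 the slope was 0.18 against 0.62 (0.16 to 0.19 in the same check). Without subtracting sgAAVS1 the slopes were 0.096 for IGF2BP2 and 0.10 for IGF2BP3. Effects in proportion to loss of target mRNA, as the whole source, are therefore argued against in both cases. The genes were chosen by their siRNA changes, which favours a lower slope. Protein was not measured, a remaining mRNA level is not a remaining protein level, and siRNA and Dox ran for different times. Loss of target protein as the source therefore stays open.

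Unintended targets of the pools are a candidate explanation. Words of 7 bases in 3′ UTRs that marked fallen genes numbered 7 after siIGF2BP2 and 0 with Dox in the same line, and 2 after siIGF2BP3 against 0. After siIGF2BP2, 4 words also marked risen genes (highest z 5.29, threshold 4.67), which repression through seeds does not predict, so some of the words may mark 3′ UTR composition. The leading word after siIGF2BP2 was GACCATA (z −10.1), whose 520 genes had a median of −0.11 against 0.01 for the others, while with Dox the medians were 0.01 and 0.0073. After siIGF2BP3 it was CAGGTAA (z −6.07, 839 genes, −0.02 against 0.0032). With Dox in sgIGF2BP3 cells the medians were −0.017 and 0.0038, so that shift in medians is not particular to the siRNA pool. Matches to a pool could explain part of the calls. In 9664 tested genes, neither GACCATA nor the 2 words that overlap it were found. These include genes whose 3′ UTR was not searched, since 10926 of the 11428 tested genes were searched. Of the 9664, 3487 were still called after siIGF2BP2. That is 36.1%, against 36.8% of all tested genes, and 1.73 times the 2012 calls with Dox among the same genes. Direct matches to these leading words as the whole source are therefore argued against. Seed matches in general as the whole source cannot be told apart from a further one: other seeds of the pool and indirect effects may lie behind the 3487 calls, and the siRNA sequences were not used here. Which of CD59, HMGA1 or the other list genes fell through such matches was not tested.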

How the results depend on the processing

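Among the alternatives, the GC and length offset and the thinning to equal depth were chosen only after the data had been seen.

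Of 360 values over alternatives for the 16 main results (the 9 counts of called genes, the 4 target changes, the 2 correlations and the number of lists passed), 333 kept their direction and their side of the threshold or stayed within 1.5 times, 3 correlations passed where they had not, and 24 counts moved further. The 4 targets kept direction and call in every alternative run. For lists, 641 of 675 values were unchanged in call and direction, 10 no longer passed, 6 newly passed and 18 changed direction. For named genes 2365 of 2469 were unchanged, 96 lost their call, 2 gained it and 6 changed direction.

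Tested against a change of at least 1.2-fold, the counts were 50 for Dox in sgAAVS1, 117 in sgIGF2BP2 and 8 in sgIGF2BP3 cells, 512 for siIGF2BP2 and 16 for siIGF2BP3. The differences had 25 (sgIGF2BP2 minus sgAAVS1), 7 (sgIGF2BP3 minus sgAAVS1), 6 (sgIGF2BP3 minus sgIGF2BP2) and 273 genes (siRNA). This test asks for a larger change, which accounts for the fall. With only the libraries of the comparison in the fit, Dox in sgIGF2BP3 cells called 477 genes and siIGF2BP3 465. With the GC and length offset, siIGF2BP3 called 459, the sgIGF2BP3 minus sgAAVS1 difference 410 and the sgIGF2BP3 minus sgIGF2BP2 difference 625. The share of higher calls went from 61.9% to 49.4% for Dox in sgIGF2BP3 cells and from 57.5% to 47.5% for sgIGF2BP2 minus sgAAVS1. At equal depth, Dox in sgIGF2BP3 cells called 156 genes and the sgIGF2BP3 minus sgIGF2BP2 difference 217, so the smaller counts are limited by depth. Fry passed 35 lists, as it tests against no change and not against other genes. The knockout and siRNA correlation for IGF2BP2 was 0.037 without a low-count filter (exact permutation p = 0.0429). Without subtracting sgAAVS1 it was 0.13 for IGF2BP2 and 0.12 for IGF2BP3 (exact permutation p = 0.0286 each). Except for the 1.2-fold test, fry and the smaller fits at equal depth, the cause was not tested.

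Leaving out 1 library at a time moved Dox in sgIGF2BP3 cells from 108 (without Dox replicate 4) to 285 genes, and sgIGF2BP3 minus sgAAVS1 from 428 (without sgIGF2BP3 Dox replicate 4) to 1415 (without sgAAVS1 DMSO replicate 4), with 540 without sgAAVS1 DMSO replicate 2. The other ranges were 1293 to 2002 (Dox, sgAAVS1), 1857 to 2180 (Dox, sgIGF2BP2), 3653 to 3939 (siIGF2BP2), 179 to 222 (siIGF2BP3), 534 to 1161 (sgIGF2BP2 minus sgAAVS1), 262 to 372 (sgIGF2BP3 minus sgIGF2BP2) and 1847 to 2098 (siRNA difference). The lists passed ranged from 18 to 21, and the correlations from 0.059 to 0.098 and from 0.036 to 0.089. Target changes were −1.39 to −1.28 (IGF2BP2, Dox), −1.71 to −1.64 (IGF2BP3, Dox), −1.87 to −1.82 (siIGF2BP2) and −2.81 to −2.74 (siIGF2BP3).

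Changes of direction occurred only in values near 0 that passed no test. For the unfolded protein response list, camera's adjusted p was then 0.921 (Dox, sgAAVS1), 0.922 (Dox, sgIGF2BP3) and 0.968 (sgIGF2BP3 minus sgAAVS1) with a mean of at least 100 counts, 0.945 for Dox in sgAAVS1 and in sgIGF2BP3 cells with only their libraries, and 0.419 (Dox, sgIGF2BP3) and 0.840 (sgIGF2BP2 minus sgAAVS1) with the offset. With fry it was 0.928 (Dox, sgIGF2BP3). Over fits without 1 library, in some of which the direction changed, the adjusted p ranged from 0.713 to 0.977 for Dox in sgAAVS1 cells, from 0.761 to 0.989 for Dox in sgIGF2BP3 cells and from 0.761 to 0.994 for the sgIGF2BP3 minus sgAAVS1 difference. Direction reversed at 0.956 in the first of these, at 0.761 to 0.939 in the next and at 0.921 to 0.994 in the last. The integrated stress response list with Dox in sgIGF2BP3 cells reversed with a mean of at least 100 counts (0.838) and with the offset (0.840). IGF2BP2 after siIGF2BP3 became 0.00090 with the offset and ranged from −0.030 to 0.019 without 1 library (0.00085 to 0.019 where reversed), and IGF2BP3 with Dox in sgAAVS1 cells became −0.012 with the offset. The cause was not tested.

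The replicate numbers did not pair the libraries: same-numbered libraries of the groups compared had correlations of their deviations from −0.09 to 0.04. A replicate block gave 1913, 2405 and 342 genes for Dox in sgAAVS1, sgIGF2BP2 and sgIGF2BP3 cells, and changed the call or direction of 0 of the 16 main results, 0 of 37 lists and 0 of 129 named gene values.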

Other observations

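In this part, the tests of 3q, of the chromosome 1 and chromosome 7 near matches, of the 1q offset and of IGF2BP3 loss for 7p were chosen only after the result was seen, and every search here was prompted by these same libraries.

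Genes beyond the IGF2BP3 guide sites were lower after Dox in sgIGF2BP3 cells. The 80 tested genes from the end of chromosome 7p to IGF2BP3 had a median log2 fold change of −0.15 (87.5% lower), below each of 9129 runs of as many genes on other chromosomes and with 0.136% of all runs lower. With the GC and length offset it was −0.17, and 1 of the 35 splits, the real one, gave a window mean as far from 0. Loss of IGF2BP3 mRNA is argued against, since siIGF2BP3 left a median of −0.014, with 1 of the 80 genes called. Subtracting sgAAVS1 gave −0.13, with 1.70% of runs lower. Loss of the chromosome end beyond the guide sites could give this fall but was required to spare the other side, and the 44 genes within 10 Mb inward also had a low median, −0.06, with 1.69% of runs lower (5 of 35 splits). It therefore cannot be told apart from a wider fall of 7p. A break at the near match on the same chromosome would lower the 100 genes between IGF2BP3 and that match as far as the genes beyond IGF2BP3. Their median was −0.076, a smaller fall, which argues against that match as the source. The scan without given sites had its lowest segment in this line at the 7p end, up to 26.8 Mb (93 genes), 3.44 Mb from the middle of IGF2BP3, and 2 of the 35 splits had a scan minimum as low.

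In sgIGF2BP2 cells the same scan had its lowest segment on 12q, from 54.0 Mb to the end (371 genes, mean −0.10 relative to all genes), and 1 of the 35 splits, the real one, had a minimum as low. The offset left −0.094. The site of the first IGF2BP2 guide with 1 mismatch (G19A) in AC020629.1 lies on 12q at 42287272, while the closest sites on chromosomes 16 and 17 had 5 and 4 mismatches. The 468 genes from that match to the 12q end had a median of −0.07, with 0 of 2322 runs on other chromosomes and 1.46% of all runs lower, against −0.02 on the side of 12p. After subtracting sgAAVS1 it was −0.08, with 4.22% of runs on other chromosomes lower. A break there in part of the cells is a candidate explanation. The segment found without a site began 54.0 Mb along the chromosome and not at the match, the running median was already below 0 before the match, and cutting was not measured. A low rank alone is weak evidence for a break: the 146 genes on the side of 12p had a median of −0.03 after siIGF2BP3, below each of 7646 runs on other chromosomes, though no Cas9 was induced.

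A second such match, in AC244394.1 on chromosome 1, gave a weaker picture. The 488 genes from it to the end of 1q had a median of −0.048 with Dox in sgIGF2BP2 cells, with 8.27% of runs on other chromosomes and 5.7% of all runs lower, while the rest of chromosome 1 had −0.0011. After subtracting sgAAVS1 it was −0.10, and 0 of 1535 runs on other chromosomes were lower. The scan's lowest segment on this arm began at 211 Mb (142 genes, mean −0.12), and with the offset it was −0.11, so a GC trend is argued against. This segment was the second of 23 chromosomes in the scan (z −7.04), and 1 of the 35 splits, the real one, gave a segment as far from 0. That count decides little, because the segment was chosen as the lowest in the real grouping. Relative to all genes, the mean log2 CPM of the 488 genes was −0.13 to −0.11 in the 4 Dox libraries and −0.066 to −0.062 in the 4 DMSO libraries. A shift between treatments is not specific to this line, since 1 of the 35 splits also gave a window mean as far from 0 in sgAAVS1 and sgIGF2BP3 cells, where the medians lay above 0 (0.021 and 0.014). Loss of the arm might contribute, but the direct value lies within the spread of other runs, so it cannot be told apart from it. The same holds beyond IGF2BP2 itself. The 48 genes from there to the end of 3q had a median of −0.078 (3.89% of runs on other chromosomes lower, 3 of 35 splits), and of −0.13 after subtracting sgAAVS1 (0.924% lower). With so few genes, loss of the chromosome end may or may not be present.

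After siRNA no such segment stood out, since 24 and 21 of the 35 splits had a scan minimum as low after siIGF2BP2 and siIGF2BP3.

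The words that marked fallen genes were compared with the target mRNAs, because an siRNA matches its target. Of the 7 words after siIGF2BP2, 6 occur in the IGF2BP2 mRNA, or 85.7%, against 17.7% of the 16278 words tested (Fisher's exact test, p = 0.000183, a description only). Of these 6, GACCATA, ACCATAA and TGACCAT overlap, and the other 3 also occur in the IGF2BP3 mRNA, so about 1 observation is left and the share decides nothing. Both words after siIGF2BP3 occur in the IGF2BP3 mRNA (100%), but they overlap and are 1 observation, which decides nothing either. In the 3′ UTR set, 28.3% of the genes with a leading siIGF2BP2 word were called lower against 16.7% of those without, an excess of 206 among 2029 lower calls. After siIGF2BP3 the excess was 41.0 among 155.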
